A study of Mus musculus with 26 samples. Its data were reported in "FoxO transcription factors actuate the formative pluripotency specific gene expression programme" (2024).

How the data were processed

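The data were 3 tables of QuantSeq 3' RNA-seq from RC9 mouse ESCs, which carry the Rex1-GFPd2 reporter and Cas9. The rapamycin table held 12 libraries at 24 h after 2i withdrawal (N24), with WT, Pten KO and Tsc2 KO cells in DMSO or 20 nM rapamycin (n = 2 per group). The RNAi table held 6 libraries of WT cells at N24 after control siRNA (n = 3, 1 with a scrambled siRNA and 2 with siGFP) or Foxo1 siRNA at 20 nM (n = 3, 1 with siRNA 4, 1 with siRNA 6 and 1 with both). The MK table held 8 libraries of WT cells in 2i or at N24, each untreated or with 1 uM of the AKT inhibitor MK-2206 (n = 2 per group). All 26 libraries were used, and the number of columns that matched no sample was 0. For the 2i samples with MK-2206 and the N24 samples without it, the treatment field of the labels contradicted the titles. The titles, descriptions and column names were followed there.

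The deposited values are signal in the form of normalised counts, which the authors made with FastQC 0.11.9, STAR 2.7.10a, Salmon 1.9.0 and DESeq2 1.38.3 on mm10. The annotation used was not stated. The tables list 12100 genes (rapamycin), 12941 (RNAi) and 11312 (MK) by gene symbol. In the MK table every value was a whole multiple of 1 step per library (tolerance 0.01 of a step), so whole reads were recovered, 1573238 to 2128998 per library. Only 24.8% of values of the rapamycin table and 26.8% of the RNAi table were whole multiples, so whole reads could not be recovered for most genes. A scaling that differs between genes or fractional read estimates could each give such values, and this was not settled. For these tables the reads per library were estimated from the step, at 2190493 to 2762030 and 2745433 to 3725394. The 10 most abundant genes held 4.38% to 5.80% of each library and mitochondrially encoded genes 0.798% to 1.80%.

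The comparisons, tests, gene lists, naming rule and alternatives were written down before the data were examined. They comprised 13 planned comparisons, and 2 differences in rapamycin response between a knockout and WT were added after the values were seen. Each table was tested on its own, because the 3 tables were normalised separately. The test was limma-trend (limma 3.58.1, R 4.3.3) on log2(value + 1) for genes with a mean value of at least 10, which left 11240, 11899 and 10292 genes in the rapamycin, RNAi and MK tables. All groups of a table shared 1 fit, with 6, 4 and 4 residual and 5.64, 6.23 and 4.08 prior degrees of freedom. P values were adjusted by Benjamini-Hochberg within each comparison, over all its genes, and a gene was called at an adjusted p of at most 0.05. Fold changes are on the log2(value + 1) scale, which understates those of genes with few reads.

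Gene lists (26) were written from general knowledge and, for the core naive and core formative lists, from the markers the study names. They were core naive (13 genes, 9 of them named in the study as bound by FoxO1), core formative (12), its FoxO1-bound (8) and not bound (4) members, general pluripotency, FoxO canonical targets, cholesterol and fatty acid synthesis, glycolysis and hypoxia response, ATF4 amino acid response, lysosome, ribosome biogenesis, cytosolic ribosomal proteins, oxidative phosphorylation, ERK feedback, WNT targets, STAT3 targets, cell cycle, p53, interferon response, mitochondrially encoded genes, and markers of primitive endoderm, trophectoderm, 2-cell-like, neural, mesendoderm and fibroblast cells. A list with at least 4 tested members was tested with camera at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison. Camera with an estimated correlation, and fry, were run as alternatives. Counts "over the list alone" adjust the genes' p values over the members of that list only. An exit signature was formed from the MK table (N24 against 2i without inhibitor, adjusted p of at most 0.05 and an absolute log2 fold change of at least 1) and tested as 2 lists in the other tables, with 1 adjustment over all its tests. FoxO1-bound and not bound core formative genes were compared by an exact permutation of the 12 genes (495 arrangements), adjusted over 15 comparisons.

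Genes were named by rule. The perturbed gene came first, then core naive and core formative genes, then up to 10 genes per direction with the largest fold change among called genes with a mean of at least 20 whose libraries did not overlap between the groups, leaving out predicted genes, and lastly the members with the smallest p of other called lists. Where fewer than 3 genes passed, the 5 with the smallest p were named as not passing.

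According to the paper's methods, the duplicates of the rapamycin and MK-2206 experiments came from separate differentiation assays, and the RNAi triplicates were transfections with different siRNAs. The p values therefore measure differences between groups relative to the spread between assays or transfections of 1 cell line. The labels give no clone for a knockout, so the spread between clones was not measured. Replicate numbers were not linked to assays in the labels and were not used for pairing. No 2 libraries were identical, and the chi-square per gene between replicates was 1.81 to 5.98.

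The fit was tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold. For Pten KO against WT it recovered 38% and 79% of these, with 5 false calls among 122. For Foxo1 siRNA it recovered 69% and 97% (11 false of 177), and for MK-2206 at N24 70% and 100% (11 false of 181). The residual variance of the simulated libraries was 0.174, 0.115 and 0.0762, against 0.145, 0.116 and 0.0962 in the real rapamycin, RNAi and MK tables. Calls shared by 2 comparisons with the same controls were set against 100 simulated sets in which only the controls were shared.

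The alternatives were other pseudocounts, expression filters and fold minima, TMM scaling (edgeR 4.0.16), equal library totals, no intensity trend, only the groups compared in the fit, a replicate block, leaving out each library in turn and, for the MK table, edgeR quasi-likelihood and DESeq2 (1.42.0) on whole reads. A crossed replicate block was added after the values were seen. Coordinates of named genes are those of GENCODE vM21 on mm10, where 162 of 162 symbols were found once. Genotype could not be checked from sequence, since the deleted parts are not given and a 3' tag may lie outside them.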

Results

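Exit from naive pluripotency was compared in mouse ESCs with knockouts of Pten or Tsc2, with Foxo1 siRNA and with the AKT inhibitor MK-2206. PTEN lowers the activity of the kinase AKT, TSC2 restrains mTORC1 downstream of AKT, and FoxO1 is a transcription factor that AKT keeps out of the nucleus. Levels are normalised counts as mean ± SD, fold changes are on the log2 scale with the standard error where given, and adjusted p values are from limma. For gene lists, the count of called members is given first, then the count after adjustment over the list alone. The p values of lists treat genes as nearly independent. With a correlation estimated from the few libraries, fewer calls held. These were the core naive list in both knockouts and in their rapamycin responses, the core formative, FoxO1-bound, ATF4 and STAT3 lists in Pten KO, and the ATF4 list in both knockouts' rapamycin responses. The core naive and core formative lists also held in both differences in rapamycin response from WT, the FoxO1-bound list in that of Pten KO, and most calls of the exit signature. The 9 core naive genes that the study names as FoxO1-bound were chosen from similar material, so counts of that list are not independent evidence.

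The change from 2i to N24 in WT cells without inhibitor came first, because it sets the direction of exit. Pten itself (chromosome 19, 32757497 to 32826160) rose from 219 ± 14 to 511 ± 80 (log2 fold change 1.21, adjusted p = 0.00065). Most core naive genes fell. Tbx3 (−4.30), Tfcp2l1 (−3.72) and Nr5a2 (−3.5), which maintain the naive state, fell, and Nanog (chromosome 6, 122707489 to 122714633) fell from 779 ± 270 to 111 ± 31 (−2.78, adjusted p = 0.015). Klf4 (−2.46), Esrrb (−2.28), Rex1, listed as Zfp42 (−2.05), Klf2 (−1.75) and Tcl1 (−2.91) fell, while Klf5 (−1.05, adjusted p = 0.12) and Nr0b1 (−0.86, adjusted p = 0.074) did not pass. In all, 9 of 11 core naive genes were lower and 0 higher (11 and 0 over the list alone), with a median of −2.46 (adjusted p = 6.9e-08 by camera, and adjusted p = 0.254 with an estimated correlation).

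All 12 core formative genes were higher at N24 (12 over the list alone), with a median of 2.68 (adjusted p = 1.2e-10, and adjusted p = 0.0855 with an estimated correlation). The POU factor Pou3f1 (chromosome 4, 124656807 to 124660655) rose from 9.75 ± 8.9 to 436 ± 265 (5.50, adjusted p = 0.0043), and the methyltransferase Dnmt3b (chromosome 2, 153649450 to 153687730) from 156 ± 36 to 1639 ± 378 (3.38, SE 0.18, adjusted p = 6.7e-05). Otx2, Pim2 and Sall2 rose by 3.46, 4.05 and 3.36. The growth factor Fgf5 went from 0.436 ± 0.62, which is 1 read in 1 library, to 32.3 ± 8.4. FoxO1-bound members (8 of 8 higher, median 3.42) and members not bound (4 of 4 higher, median 1.11) both passed (adjusted p = 1.9e-08 and 0.000656, and adjusted p = 0.0855 and 0.178 with an estimated correlation).

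Signalling read-outs followed the withdrawal of the MEK and GSK3 inhibitors. ERK feedback genes rose, among them the phosphatase Dusp6 (60.6 ± 22 to 468 ± 110, 2.95, adjusted p = 0.0011) and Spry4 (3.52), with 5 of 14 higher and 1 lower (8 and 1 over the list alone, median 1.09, adjusted p = 0.00196, and adjusted p = 0.155 with an estimated correlation). WNT targets fell, with 6 of 8 lower (7 over the list alone, median −1.76, adjusted p = 0.000113, and adjusted p = 0.248 with an estimated correlation). Among them, Sp5 was listed at 0 in both N24 libraries (64.2 ± 9.1 in 2i), Cdx1 (chromosome 18, 61018862 to 61036199) went from 137 ± 18 to 0.599 ± 0.85, and Axin2 fell by 2.48 (adjusted p = 0.0039).

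Metabolic and organelle lists moved as well. Cholesterol and fatty acid synthesis genes rose (14 of 28 higher, 1 lower, 17 and 1 over the list alone, median 0.49, adjusted p = 2.1e-06, and adjusted p = 0.0855 with an estimated correlation), led by Hmgcs1 (0.71), Lss (1.07) and Stard4 (0.92). Lysosome genes fell (13 of 35 lower, 1 higher, 18 and 1 over the list alone, median −0.46, adjusted p = 6.1e-06, and adjusted p = 0.248 with an estimated correlation), among them Npc2 (−1.08), Ctsa (−1.23) and Lamp2 (−1.11). Tfe3, a regulator of this network, rose by 0.93. Glycolysis and hypoxia genes were higher (9 of 23, 1 lower, median 0.21, adjusted p = 0.0418, and adjusted p = 0.351 with an estimated correlation), with Egln3 at 2.98 and Bnip3 at 1.60. Ribosome biogenesis (3 of 24 higher, median 0.20, adjusted p = 0.00493) and cell cycle genes (4 of 24 higher, median 0.16, adjusted p = 0.0161) rose slightly, and oxidative phosphorylation genes fell slightly (3 of 23 lower, median −0.17, adjusted p = 0.00819; Cox5a −0.65). Their values were adjusted p = 0.147, 0.155 and 0.251 with an estimated correlation. STAT3 targets were lower (3 of 9, 1 higher, median −0.57, adjusted p = 0.038, and adjusted p = 0.629 with an estimated correlation).

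Outside the lists, Car4 (chromosome 11, 84957786 to 84966044), Tmem54 and Miat had no reads in either 2i library and reached 91.4 ± 12, 55.6 ± 16 and 40.5 ± 8.1 at N24, and Wt1 rose by 4.98. Zfp608, Fgf15, Gpm6a, Cdh10 and Enpp2 had at most 2 reads in a 2i library and stood at 109 ± 3.8, 70.6 ± 17, 47.6 ± 9.0, 54.4 ± 2.3 and 48.2 ± 21 at N24. Plagl1 fell (243 ± 9.7 to 5.83 ± 1.5, −5.18, adjusted p = 1.9e-05), as did Mme (−4.88), Nkx1-2 (−4.43) and Ckb (−4.24). Ntn1, Mras and Gprc5a were close to 0 at N24 (0.599 ± 0.85, 3.00 ± 4.2 and 2.07 ± 1.2). Of 10292 genes, 1014 were higher and 1027 lower (n = 2 per group). A replicate block gave 1342 genes. A crossed block, added after the values were seen with pairs that follow how these libraries varied, gave 3177, which is not independent evidence. Leaving out any 1 of the 4 libraries gave 915 to 1238 genes, and DESeq2 on whole reads called 945.

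Loss of Pten kept naive genes on at N24. The Pten transcript was at 298 and 267 in the 2 knockout libraries in DMSO and at 376 and 387 in WT (−0.43, SE 0.11, adjusted p = 0.043), and at 401 and 407 against 413 and 480 under rapamycin, so the 3' tag remained. The Kruppel factor Klf5 (chromosome 14, 99298691 to 99315036) rose from 40.9 ± 1.1 to 231 ± 12 (2.47, SE 0.21, adjusted p = 0.00013), the nuclear receptor Esrrb (chromosome 12, 86361117 to 86521628) from 28.2 ± 16 to 132 ± 18 (2.30, adjusted p = 0.0031) and Zfp42 (chromosome 8, 43295063 to 43306980) from 278 ± 38 to 757 ± 68 (1.45, adjusted p = 0.00056). Tfcp2l1, Tbx3, Nanog and Nr0b1 were higher by 2.19, 2.13, 1.33 and 1.15. This made 7 of 11 core naive genes higher and 0 lower (7 and 0 over the list alone), with a median of 1.33 (adjusted p = 2.8e-09). Klf2 (0.25), Klf4 (0.68), Nr5a2 (0.53) and Tcl1 (0.58) did not pass.

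Formative genes were lower in Pten KO. Dnmt3b (−0.94, SE 0.10, adjusted p = 0.0007), Fgf5 (−1.43), Sall2 (−0.87), Sox3 (−0.85), the WNT effector Lef1 (−0.79), the kinase Pim2 (−0.77) and Pou3f1 (−0.63) passed, 7 of 12 (8 over the list alone), with a median of −0.70 (adjusted p = 3.4e-06). FoxO1-bound members were lower (6 of 8, 7 over the list alone, median −0.78, adjusted p = 1.0e-06), and members not bound were not called (1 of 4 lower, median −0.07, adjusted p = 0.311). Dnmt3a (0.15), Otx2 (−0.34), Hes6 (0.00), Sox12 (−0.01) and Tead2 (−0.13) did not pass.

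ATF4 targets, which supply amino acids under stress, rose in Pten KO. The arginine transporter Slc7a1 (1.99), Cth (1.76), Asns (1.35) and Mthfd2 (1.21) led 11 of 21 higher genes (18 over the list alone, 0 lower, median 0.72, adjusted p = 1.6e-13). STAT3 targets were higher (3 of 9, median 0.77, adjusted p = 0.00034; Pim3 0.84, Pim1 0.77). Cholesterol and fatty acid synthesis genes were higher (3 of 28, 5 over the list alone, median 0.27, adjusted p = 0.00578, and adjusted p = 0.144 with an estimated correlation), with Hmgcr (0.56), Stard4 (0.72) and Msmo1 (0.58). The stress cytokine Gdf15 (chromosome 8, 70629393 to 70632456) rose from 8.6 ± 5.4 to 115 ± 1.8 (3.72, adjusted p = 0.0021) and the imprinted adaptor Grb10 (chromosome 11, 11930508 to 12038683) from 42.2 ± 5.1 to 513 ± 7.1 (3.58, adjusted p = 7.6e-05). Sfmbt2, Mymx, Zeb1, Phlda1, Aass, Plpp3 and Gfod1 rose by 2.30 to 2.64. Btbd17 fell by 3.15, and Sema6a, Shroom3, Chd3, Zbtb20, Hist1h4b, Cd24a, Chn1, Hdgfl3 and Irf1 by 2.01 to 2.64. In total 363 genes were higher and 329 lower of 11240 (n = 2 per group). Without the intensity trend 373 passed, with only the 2 groups in the fit 350, and without any 1 of the 4 libraries 262 to 323.

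Loss of Tsc2 had a similar outcome. The Tsc2 tag (chromosome 17, 24595816 to 24632630) was too scarce and too uneven to check the genotype, at 22.5 and 3.1 in the knockout and 55.4 and 5.73 in WT in DMSO (−0.99, adjusted p = 0.61), and at 6.09 and 3.70 against 33.6 and 29.9 under rapamycin. Pten KO libraries had 28.8 and 28.8 in DMSO, and 35.2 and 74.9 under rapamycin. The T-box factor Tbx3 (chromosome 5, 119670669 to 119684724; 2.58), Klf5 (184 ± 12, 2.14, SE 0.21, adjusted p = 0.00046), Esrrb (2.10), Zfp42 (1113 ± 34, 2.00, adjusted p = 0.00013), Tfcp2l1 (1.93), Nanog (155 ± 19, 1.59), Tcl1 (1.50), Nr5a2 (1.30) and Klf2 (0.46) were higher, 9 of 11 (9 over the list alone, 0 lower), with a median of 1.59 (adjusted p = 3.0e-11). Klf4 (0.54) and Nr0b1 (0.39) did not pass.

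Pim2 (−1.37), Lef1 (−1.16), Pou3f1 (−1.14), Dnmt3b (−1.06) and Sox3 (−0.95) were lower in Tsc2 KO, 5 of 12 core formative genes (5 lower and 1 higher over the list alone, median −0.57, adjusted p = 2.3e-05, and adjusted p = 0.0899 with an estimated correlation). Otx2 (0.40, adjusted p = 0.12) and Sall2 (−0.00) did not pass. FoxO1-bound (4 of 8 lower, median −0.90, adjusted p = 0.000199) and not bound members (1 of 4 lower, median −0.41, adjusted p = 0.0446) both passed, with adjusted p = 0.122 and 0.197 with an estimated correlation. ATF4 targets rose again (6 of 21, 11 over the list alone, median 0.37, adjusted p = 4.7e-07, and adjusted p = 0.0794 with an estimated correlation), among them Slc7a1 (1.62), Trib3 (1.41), Cth (1.245) and Aars (1.01). STAT3 targets were higher (2 of 9, median 0.40), as was the p53 list with 0 of 16 called (median 0.32), both at adjusted p = 0.0446 and at adjusted p = 0.197 with an estimated correlation. Pim1 led the former (1.33).

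Glycolysis and hypoxia genes were lower in Tsc2 KO (6 of 23, 11 over the list alone, median −0.34, adjusted p = 0.000234, and adjusted p = 0.263 with an estimated correlation), with Egln3 (−1.76), Bnip3 (−0.82), Tpi1 (−0.64) and Aldoa (−0.50). Gdf15 rose to 132 ± 6.2 (3.92, adjusted p = 0.0018), Uap1l1 by 3.14, and Fam171b, Snora20, Spta1, Triml1, Xlr3c and Tfpi by 2.12 to 2.38. Enpp2, which makes lysophosphatidic acid, fell from 133 ± 17 to 17.9 ± 8.0 (−2.89, adjusted p = 0.0027) and the chemokine Cxcl12 by 2.14 (adjusted p = 0.0006). Dtx4, Tmem54, Btbd17, Plxdc2, Dcn, Irs4, Elavl3 and Crebrf fell by 2.02 to 2.67. In total 342 genes were higher and 241 lower. Without the trend 278 passed, with only the 2 groups in the fit 362, and without any 1 of the 4 libraries 120 to 247.

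The knockouts shared 114 higher genes (11 for independent sets) and 89 lower genes (7.05 for independent sets), and 4 genes were called in opposite directions. Across genes their fold changes had a correlation of 0.54 (Spearman 0.53). Because both were compared with the same 2 WT libraries, simulated sets with shared controls alone gave a correlation of 0.506 (SD 0.0101), a covariance of 0.0894 (SD 0.00294) where 0.159 was observed, and 0.02 shared calls on average. The spread between controls gave a covariance of 0.0760. Since 2 control libraries cannot be split, part of the excess may still come from shared controls. The simulated sets held no changed genes, so their correlation cannot be compared with the observed one. For the same reason their 0.02 shared calls cannot measure what shared controls add to the overlap.

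**Figure D1:**
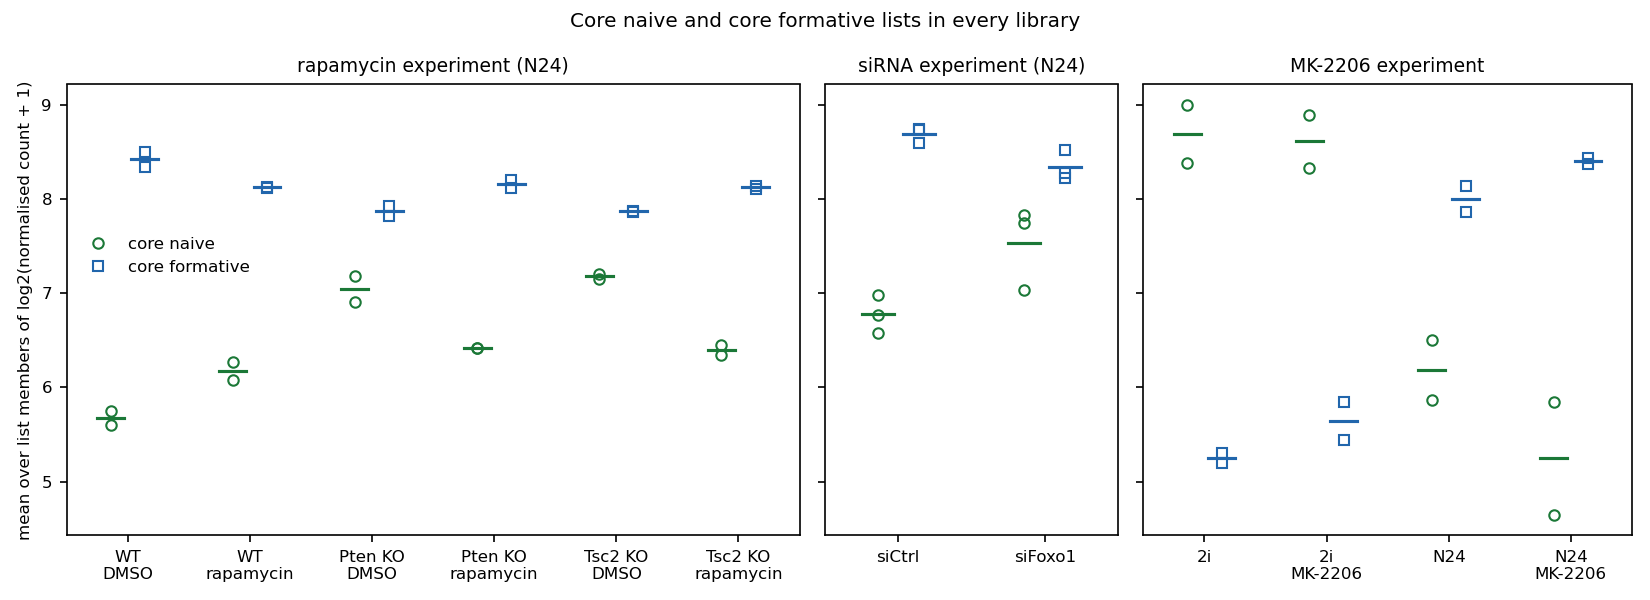
Mean log2(normalised count + 1) of core naive and core formative genes in each of the 26 libraries, by group, with bars at the group means. Core naive levels were 5.75 and 5.60 in WT, 7.18 and 6.91 in Pten KO and 7.21 and 7.15 in Tsc2 KO in DMSO at N24, and 6.27 and 6.08, 6.42 and 6.42, and 6.34 and 6.45 under rapamycin.

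Rapamycin, which inhibits mTORC1, lowered ATF4 targets and glycolysis genes in WT cells. Among ATF4 targets, Nupr1 went from 18.7 ± 6.5 to 0.94 ± 0.067 (adjusted p = 0.0075), and Psat1 (−1.09), Mthfd2 (−1.17) and Phgdh (−1.16) of the serine and folate route fell, 6 of 21 in all (9 over the list alone, median −0.56, adjusted p = 1.0e-07, and adjusted p = 0.124 with an estimated correlation). Glycolysis genes fell (5 of 23, 12 over the list alone, median −0.51, adjusted p = 1.0e-07, and adjusted p = 0.168 with an estimated correlation), among them Ldha (−0.88), Pgam1 (−0.60), Aldoa (−0.51) and Egln3 (−1.54). Ribosome biogenesis genes fell (2 of 24, 7 over the list alone, median −0.23, adjusted p = 0.00386, and adjusted p = 0.197 with an estimated correlation), with Nop16 (−0.83) and Gnl3 (−0.29). Lysosome genes were higher as a list with 0 of 35 called (median 0.27, adjusted p = 0.0382, and adjusted p = 0.329 with an estimated correlation), and STAT3 targets rose (2 of 9, 4 over the list alone, median 0.68, adjusted p = 0.00485, and adjusted p = 0.168 with an estimated correlation), with Pim1 (0.68) and Pim3 (0.50).

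Few core pluripotency genes were called in WT cells on rapamycin. Klf5 rose from 40.9 ± 1.1 to 76.8 ± 26 (0.85, adjusted p = 0.045), the only core naive gene called (1 over the list alone, median 0.38, adjusted p = 0.0135, and adjusted p = 0.168 with an estimated correlation). Tead2 (−1.18) and Hes6 (−0.72) fell among core formative genes (2 of 12, 4 over the list alone, median −0.21, adjusted p = 0.0388, and adjusted p = 0.329 with an estimated correlation). The core formative call ended without WT DMSO library 2 (adjusted p = 0.253) or WT rapamycin library 2 (0.0783), with a minimum mean of 50 (0.220) and with only the 2 groups in the fit (0.0636), and the core naive call without WT rapamycin library 1 (0.0603). Clmn rose by 3.44, Rpgrip1l by 3.29, and Uap1l1, Spopl, Ncoa1, Zdhhc17, Klf12, Eif4g3, Rnf167 and Ttn by 1.69 to 2.72. Tmem69, Arhgap39, Pck2, Ddit4, Cbr3 and Snhg9 fell by 1.48 to 1.99. In total 150 genes were higher and 267 lower, an excess of lower genes that did not hold without WT rapamycin library 1. Without the trend 61 passed, with only the 2 groups in the fit 0 (2299 at unadjusted p below 0.05 in the shared fit, 562 by chance), and without any 1 of the 4 libraries 40 to 274.

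In Pten KO cells rapamycin lowered naive genes and raised formative genes. Nanog fell from 134 ± 49 to 58.6 ± 3.3 (−1.13, adjusted p = 0.043), Zfp42 from 757 ± 68 to 380 ± 78 (−1.01, adjusted p = 0.0097) and Klf2 by 0.59, which made 3 of 11 core naive genes (6 over the list alone, median −0.56, adjusted p = 7.6e-05). Klf5 (231 ± 12 to 157 ± 7.4, −0.56, adjusted p = 0.19) and Esrrb (132 ± 18 to 69.7 ± 2.5, −0.91, adjusted p = 0.2) did not pass. Pim2 (0.97), Sox3 (0.97), Lef1 (0.67) and Dnmt3b (0.60) rose while Tead2 (−0.96) and Hes6 (−0.79) fell, so 4 of 12 core formative genes were higher and 2 lower (7 and 2 over the list alone, median 0.48, adjusted p = 0.00593, and adjusted p = 0.238 with an estimated correlation). FoxO1-bound members were higher (3 of 8, 6 over the list alone, median 0.63, adjusted p = 8.6e-05, and adjusted p = 0.129 with an estimated correlation) and members not bound were not called (1 higher, 2 lower, median −0.27, adjusted p = 0.709).

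The ATF4 list fell furthest in Pten KO on rapamycin (11 of 21, 15 over the list alone, median −0.84, adjusted p = 9.1e-19), with Trib3 (−2.39), Slc7a1 (−1.66), Mthfd2 (−1.62) and Psat1 (−1.28). Glycolysis genes fell (3 of 23, 5 over the list alone, median −0.20, adjusted p = 0.00358), with Vegfa (−2.75), Pfkp (−1.35) and Aldoc (−1.24). Oxidative phosphorylation (median −0.19, adjusted p = 0.00358) was lower, and general pluripotency (median 0.17, adjusted p = 0.0247) and mitochondrially encoded genes (median 0.41, adjusted p = 0.0136) higher, as lists with 0 called members. These 4 lists were at adjusted p = 0.423, 0.163, 0.423 and 0.716 with an estimated correlation. Pten itself rose by 0.52 (adjusted p = 0.043). Zbtb20 (2.98), Crebrf (2.78), Sema6a (2.38), Eif4g3 (2.01), Pak3, Prdm1 (1.84), Irs4 (1.81), Mettl27, Akt3 (1.60) and Meis2 (1.51) rose. Nupr1 (80.9 ± 16 to 5.47 ± 2.7), Gdf15 (−2.89), Fam129a (−2.48), Pck2 (−2.38), Psph (−2.12), Ddit4 (−2.06), Pcsk9 (−1.90) and Spp1 (−1.70) fell. In total 102 genes were higher and 106 lower. Without the trend 34 passed, with only the 2 groups in the fit 75, and without any 1 of the 4 libraries 16 to 78.

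In Tsc2 KO cells rapamycin also lowered naive genes and raised formative genes. Esrrb fell from 115 ± 19 to 43.6 ± 11 (−1.39, adjusted p = 0.043), Nanog from 155 ± 19 to 61.9 ± 6.3 (−1.30, adjusted p = 0.016), Klf5 from 184 ± 12 to 78.0 ± 7.8 (−1.23, adjusted p = 0.0092) and Zfp42 from 1113 ± 34 to 496 ± 66 (−1.17, adjusted p = 0.0022), 4 of 11 core naive genes (5 over the list alone, median −0.95, adjusted p = 2.6e-05). Pim2 (1.31), Sox3 (0.98), Lef1 (0.77), Dnmt3b (0.73) and Pou3f1 (0.53) rose, 5 of 12 core formative genes (6 higher and 1 lower over the list alone, median 0.31, adjusted p = 0.0188, and adjusted p = 0.218 with an estimated correlation), a call that just ended with only the 2 groups in the fit (adjusted p = 0.0508). FoxO1-bound members were higher (4 of 8, median 0.36, adjusted p = 0.0113, and adjusted p = 0.218 with an estimated correlation), and those not bound were not called (adjusted p = 0.592). Foxo1 (chromosome 3, 52268336 to 52353221) and Pten were higher by 0.72 and 0.55.

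ATF4 targets fell in Tsc2 KO on rapamycin (12 of 21, 15 over the list alone, median −0.74, adjusted p = 4.9e-14), with Nupr1 (49.8 ± 17 to 1.06 ± 0.01), Trib3 (−2.24), Slc7a1 (−1.33) and Psat1 (−0.92). Glycolysis genes fell (8 of 23, 11 over the list alone, median −0.42, adjusted p = 1.4e-07), with Pfkp (−1.67), Aldoc (−1.63), Ldha (−0.71) and Aldoa (−0.53), and oxidative phosphorylation was lower with 0 called (median −0.19, adjusted p = 0.00971). Both were at adjusted p = 0.21 with an estimated correlation. Crebrf, a regulator of the unfolded protein response, rose from 20.4 ± 0.64 to 239 ± 21 (3.49, adjusted p = 0.00075). Irs4 (2.84), Gfod1 (2.76), Cbl (2.60), Hivep2 (2.31), Zmynd11 (2.22), Gpm6a (2.20) and Tmem54 (2.13) rose, as did Smarca2 and Isy1. Gdf15 (−3.11), Vegfa (−2.40), Ckb (−2.35) and Cbr3 (−1.78) fell, as did Vmn1r86, Fars2, Slc39a4 and Mylpf. In total 236 genes were higher and 247 lower. Without the trend 218 passed, with only the 2 groups in the fit 227, and without any 1 of the 4 libraries 108 to 165.

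The responses to rapamycin were then compared between genotypes. Between Tsc2 KO and Pten KO, limma called 0 genes (540 at unadjusted p below 0.05, 562 by chance, smallest adjusted p = 0.228), and neither the core naive (median −0.17, adjusted p = 0.589) nor the core formative list (median 0.12, adjusted p = 0.664) was called. Exit genes higher at N24 had a higher response in Tsc2 KO (0.0927, adjusted p = 0.00810, and adjusted p = 0.0197 with an estimated correlation), and those lower at N24 a lower one (−0.10, adjusted p = 0.0453, and adjusted p = 0.115 with an estimated correlation). Without a fold minimum for the signature neither passed (0.0577 and 0.101), nor did the lower set with fry (0.134). Klf5 (−0.68, SE 0.29), Esrrb (−0.48, SE 0.48) and Nanog (−0.18, SE 0.35) had larger falls in Tsc2 KO without passing. Dpy19l4, Tmf1, Mapk6, Gcnt2 and Polr1e had the smallest p and did not pass. Against WT, the responses of Pten KO (712 at unadjusted p below 0.05, smallest adjusted p = 0.2) and of Tsc2 KO (748, smallest adjusted p = 0.0773) also had 0 called genes, in comparisons chosen after the values were seen. The core naive list, which was higher with rapamycin in WT (median 0.38, and adjusted p = 0.168 with an estimated correlation), had a lower response in Pten KO than in WT (0 called, 7 over the list alone, median −1.08, adjusted p = 3.5e-11) and in Tsc2 KO than in WT (0 called, 7 over the list alone, median −1.26, adjusted p = 3.5e-12), and both held with an estimated correlation (adjusted p = 0.00902 and 0.00713). Zfp42 (−1.38 in Pten KO, −1.55 in Tsc2 KO) and Klf5 (−2.08 in Tsc2 KO, adjusted p = 0.077) came closest. The core formative list, which was lower with rapamycin in WT (median −0.21, and adjusted p = 0.329 with an estimated correlation), had a higher response in Pten KO (median 0.64, adjusted p = 9.9e-09) and in Tsc2 KO (median 0.60, adjusted p = 4.4e-09), at adjusted p = 0.0269 and 0.0347 with an estimated correlation. Both differences from WT use the same WT libraries, so their results are not independent of one another. Without any 1 of the libraries, 0 to 2, 0 to 11 and 0 to 14 genes were called in the 3 differences.

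Under rapamycin, Pten KO still differed from WT in Klf5 (157 ± 7.4 against 76.8 ± 26, 1.06, SE 0.21, adjusted p = 0.023), and Klf2 was lower (−0.49, adjusted p = 0.049). Esrrb was at 69.7 ± 2.5 against 32.5 ± 6.4 without passing (1.09, SE 0.34, adjusted p = 0.1), and Nanog (0.25) and Zfp42 (0.06) were near WT. Core naive genes were not called as a list (1 higher, 1 lower of 11, 2 and 1 over the list alone, median 0.22, adjusted p = 0.612), nor were core formative genes (0 of 12, 1 lower over the list alone, median 0.06, adjusted p = 0.999; Dnmt3b −0.40, adjusted p = 0.055). ATF4 targets stayed higher (3 of 21, 9 over the list alone, median 0.41, adjusted p = 6.0e-06), with Cth (1.44), Slc7a1 (0.90) and Mthfd2 (0.76). Cholesterol genes were higher (2 of 28, 6 higher and 1 lower over the list alone, median 0.21, adjusted p = 0.00658; Mvd 0.71, Stard4 0.60) and WNT targets lower (1 of 7, 2 over the list alone, median −0.60, adjusted p = 0.013; Ccnd1 −0.95). These 3 lists were at adjusted p = 0.206, 0.213 and 0.206 with an estimated correlation.

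The clearest single genes between Pten KO and WT under rapamycin were the retrogene Rpl10l (chromosome 12, 66283379 to 66284401; 1611 ± 17 against 557 ± 42, 1.53, adjusted p = 3.5e-05), the imprinted Peg10 (chromosome 6, 4747306 to 4760517; 1.99, adjusted p = 7.5e-05) and Rpl39l (1.94, adjusted p = 0.00016). Aass (2.85), Grb10 (2.76), Itgb5 (2.51) and Tfpi (2.09) were higher too, as were Pabpc4l, Kcnj3 and Btbd11. Rpgrip1l (−3.5), Btbd17 (−3.01), Fkbp6 (−2.54), Cd24a (−2.18), the noncoding RNA Firre (−2.02) and Hist1h4b (−1.80) were lower, as were Tmem94, Gfra1, Hist1h2bk and Tes. In total 196 genes were higher and 162 lower (54.7% higher). Equal library totals gave 130 higher and 188 lower (40.9% higher), so the balance of directions depends on scaling. Without the trend 106 passed, with only the 2 groups in the fit 3, and without any 1 of the 4 libraries 44 to 175.

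Tsc2 KO under rapamycin had no core naive or core formative gene called against WT. Its core naive level (6.34 and 6.45) was near that of Pten KO (6.42 and 6.42), with WT at 6.27 and 6.08. Klf5 (0.06), Esrrb (0.40), Nanog (0.33) and Zfp42 (0.45) did not pass, nor did the core naive (0 of 11, median 0.33, adjusted p = 0.216) or core formative list (0 of 12, 1 lower over the list alone, median −0.15, adjusted p = 0.924). Tsc2 was at 4.89 ± 1.7 against 31.7 ± 2.6 (−2.50, SE 0.91, adjusted p = 0.19). Glycolysis genes stayed lower (4 of 23, 6 over the list alone, median −0.36, adjusted p = 0.000132), among them Aldoc (−1.90), Tpi1 (−0.62), Pgk1 (−0.56) and Aldoa (−0.53). ATF4 targets (4 of 21, 5 higher and 1 lower over the list alone, median 0.29, adjusted p = 0.00411; Slc7a1 0.85, Aars 0.82, Mthfd2 0.81, Psat1 0.52), cell cycle genes (3 of 24, 5 over the list alone, median 0.17, adjusted p = 0.00291; Mcm5 0.63, Mcm3 0.50, Mcm6 0.50) and cytosolic ribosomal proteins (2 of 32, median 0.07, adjusted p = 0.0303; Rpl13 0.52, Rpl7 0.38) were higher. Mitochondrially encoded genes were lower (0 called, median −0.40, adjusted p = 0.0303). These 5 lists were at adjusted p = 0.504, 0.504, 0.187, 0.7 and 0.7 with an estimated correlation.

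Among single genes in that comparison, Itgb5 (3.91), Snora20 (2.04), Xlr3a (1.98), Tfpi (1.86), Xlr4c (1.84), Spta1 (1.68), the neural factor Sox1 (1.68, 174 ± 37 against 53.1 ± 0.51) and Prex2 (1.51) were higher, as were Fam171b and Tmem38b. Fars2 (−2.51), Rpgrip1l (−2.31), Enpp2 (−2.24), the imprinted cell cycle inhibitor Cdkn1c (−1.73) and Ifitm1 (−1.60) were lower, as were Psme2, Prkcz, Gstt3 and Gpr108. In total 188 genes were higher and 69 lower. Equal library totals gave 153 higher and 81 lower, and the excess of higher genes shrank without WT rapamycin library 1. Without the trend 11 passed, with only the 2 groups in the fit 1, and without any 1 of the 4 libraries 47 to 157.

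Of the genes that differed in DMSO, some were called again under rapamycin, 107 of 363 higher and 81 of 329 lower genes in Pten KO and 118 of 342 higher and 31 of 241 lower genes in Tsc2 KO. These genes were chosen by their calls in DMSO, so fewer calls under rapamycin would occur without any effect of the drug. Of the 188 Pten KO and 149 Tsc2 KO genes called under both conditions, 35 were common (2.49 for independent sets, and a mean of 0 in simulated sets without any change), 33 of them in the same direction, such as Atf5, Peg10, Rpl10l, Rpl39l, Tfpi, Prex2, Slc7a1, Mthfd2, Kif21a and Bcl11a. Xlr3a and Xlr4c were in opposite directions. Both knockouts were compared with the same WT libraries, so part of this overlap may come from them. The simulated sets held no changed genes, so their mean of 0 cannot measure that part.

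**Figure D2:**
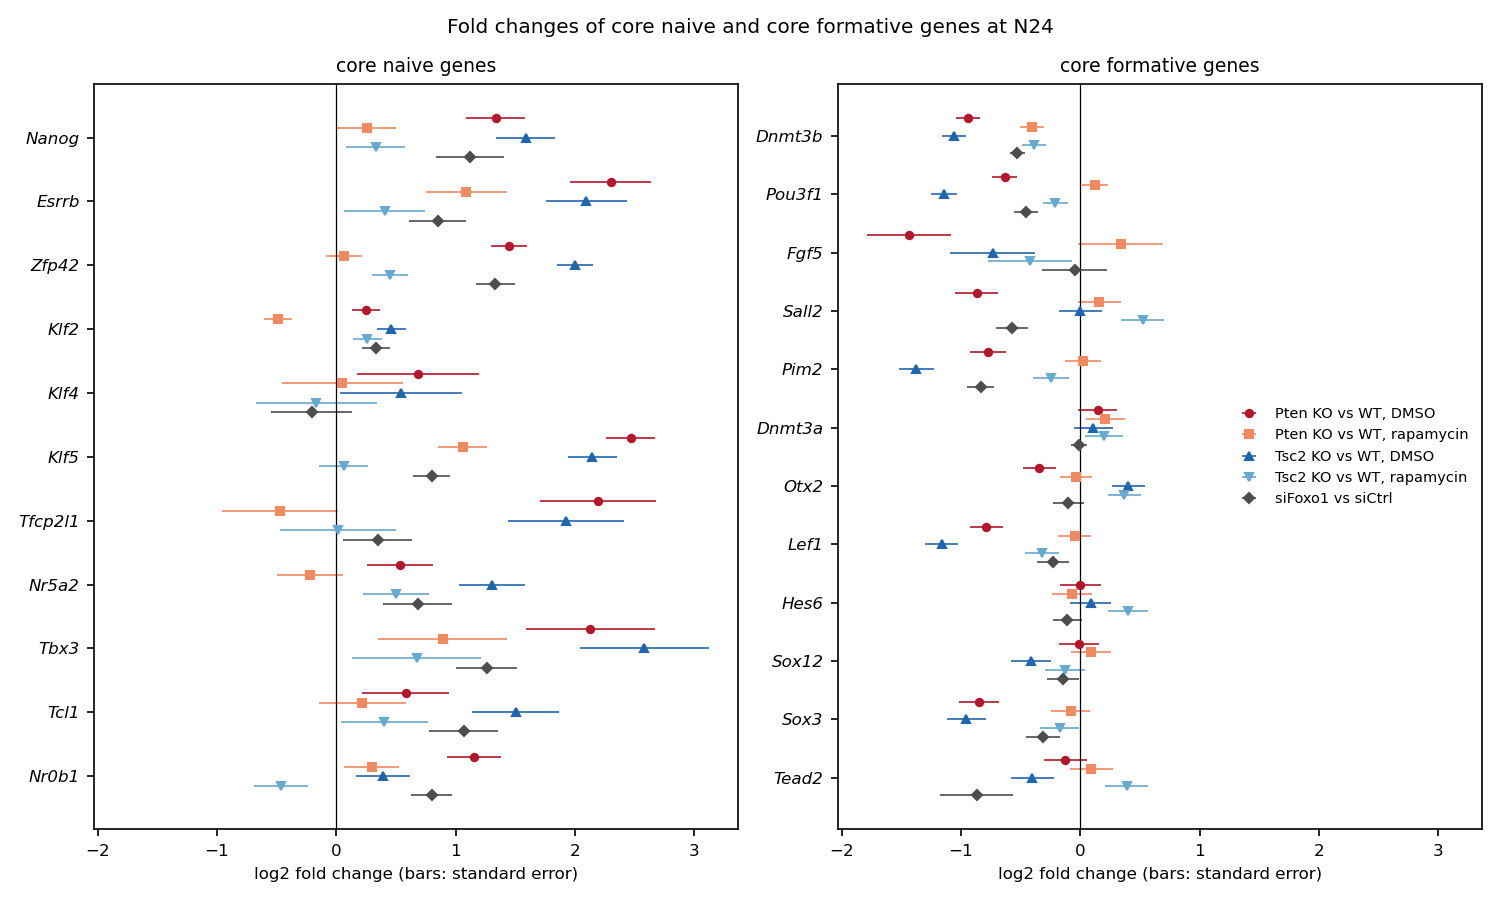
Log2 fold changes of core naive (left) and core formative genes (right) in Pten KO and Tsc2 KO against WT at N24 in DMSO and under rapamycin, and after Foxo1 siRNA, with bars of 1 standard error (n = 2 per group, n = 3 for siRNA). Klf5 in Pten KO was at 2.47 in DMSO and 1.06 under rapamycin, and in Tsc2 KO at 2.14 and 0.06.

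Foxo1 siRNA lowered its target. Foxo1 was at 93.2, 65.7 and 71.4 in the siFoxo1 libraries and at 273, 245 and 248 in the controls (−1.74, SE 0.15, adjusted p = 0.0022). Zfp42 rose from 481 ± 113 to 1204 ± 212 (1.33, SE 0.16, adjusted p = 0.018). Dnmt3b fell from 3288 ± 82 to 2287 ± 190 (−0.53, adjusted p = 0.018) and Pim2 (chromosome X, 7878262 to 7883432) from 568 ± 19 to 321 ± 52 (−0.83, adjusted p = 0.031). Other naive genes were higher without passing, such as Tbx3 (1.26, adjusted p = 0.12), Nanog (1.12, adjusted p = 0.2), Tcl1 (1.07), Esrrb (0.85), Klf5 (0.80) and Nr0b1 (0.80), while Klf4 was at −0.21.

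Core naive genes were higher as a list after Foxo1 siRNA (1 of 11, 9 over the list alone, median 0.80, adjusted p = 3.8e-10), and core formative genes lower (2 of 12, 5 over the list alone, median −0.27, adjusted p = 1.1e-06). Both calls ended at adjusted p = 0.342 with an estimated correlation and at 0.175 with fry. FoxO1-bound (2 of 8 lower, 4 over the list alone, median −0.34, adjusted p = 6.3e-06) and not bound members (0 of 4, median −0.23, adjusted p = 0.0374) were both lower, at adjusted p = 0.342 and 0.423 with an estimated correlation. Canonical FoxO targets did not shift (0 higher, 1 lower of 21, median −0.02, adjusted p = 0.682). As lists with 0 called members, ATF4 targets (median 0.10, adjusted p = 0.00395), STAT3 targets (0.26, adjusted p = 0.0142) and general pluripotency genes (0.12, adjusted p = 0.0467) were higher, and cholesterol (−0.09, adjusted p = 0.0111) and glycolysis genes (−0.14, adjusted p = 0.0278) lower. These 5 lists were at adjusted p = 0.342, 0.419, 0.423, 0.52 and 0.342 with an estimated correlation.

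The remaining calls after Foxo1 siRNA were the small nucleolar RNA Snora20 (2.08, higher), Enpp2 (−1.45), the fatty acid carrier Fabp5 (−1.15) and Kif21a (−0.70). The predicted genes BC051077 (2.91), Gm22748 (1.41) and Gm26205 (1.31) passed too, and are named here after their values were seen. In total 5 genes were higher and 6 lower of 11899 (1292 at unadjusted p below 0.05, 595 by chance). At an adjusted p of at most 0.2 there were 84 higher and 85 lower genes, without the trend 2 genes passed, and without siCtrl library 1, 2 or 3 or siFoxo1 library 1, 2 or 3 the calls numbered 7, 4, 4, 5, 30 and 2.

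**Figure D3:**
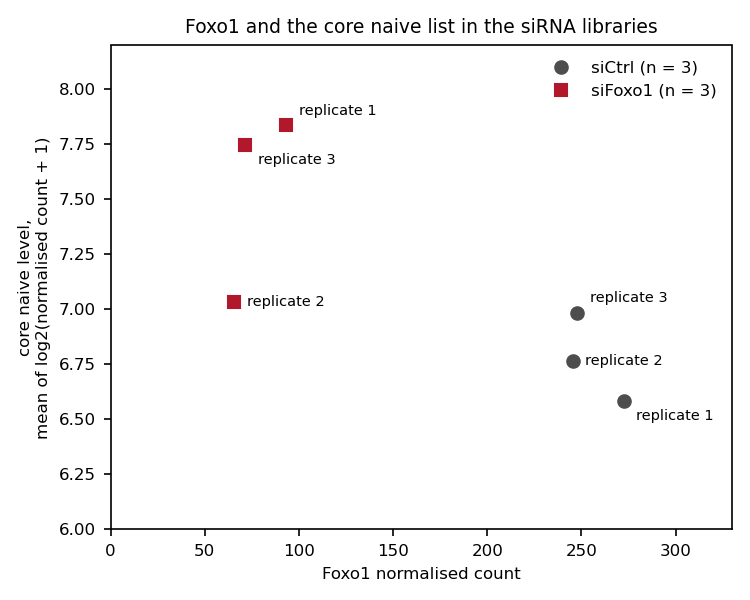
Foxo1 normalised count against the mean log2(normalised count + 1) of core naive genes in the 6 siRNA libraries, with controls as circles and siFoxo1 as squares. The siFoxo1 library with the lowest Foxo1 count (65.7) had a core naive level of 7.03, near the highest control (6.98), while the other 2 were at 7.84 and 7.75.

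Inhibition of AKT with MK-2206 in 2i left no single gene past the threshold in the main test. Limma and edgeR on whole reads called 0 genes and DESeq2 3. At unadjusted p below 0.05, limma had 875 genes (515 by chance, smallest adjusted p = 0.116), edgeR 881 and DESeq2 153. The excess over chance thus depended on the tool. Sox4 (108 ± 14 to 228 ± 8.2, 1.08, adjusted p = 0.12), Bcl11a (1.75), Slc38a2 (0.42), Myrf (1.34) and Fgf15 (0.881 ± 0.012 to 6.08 ± 0.59) had the smallest p and did not pass. Core naive genes did not shift (median −0.04, adjusted p = 0.776). Core formative genes were higher as a list (0 of 12, 1 over the list alone, median 0.29, adjusted p = 0.0397), with Dnmt3b at 305 ± 5.3 against 156 ± 36 (0.98, adjusted p = 0.32). FoxO1-bound members (median 0.41, adjusted p = 0.0293), general pluripotency genes (0 of 10, 4 over the list alone, median 0.23, adjusted p = 0.000507; Utf1 0.83, Lin28a 0.74) and ribosome biogenesis (median 0.11, adjusted p = 0.0492) were higher and oxidative phosphorylation lower (median −0.13, adjusted p = 0.00642). The core formative call was at adjusted p = 0.642 with an estimated correlation and the other 4 at adjusted p = 0.414 with an estimated correlation. It also ended without 2i library 2 (0.167) or 2i MK-2206 library 1 (0.290), with a minimum mean of 50 (0.0785), with a pseudocount of 5 (0.0522) and with fry (0.519).

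At N24, MK-2206 again left 0 genes called by limma and by edgeR, and DESeq2 called 10. A crossed replicate block, added after the values were seen, called 64 (8 higher, 56 lower). Its pairs follow how these same libraries varied and no label links them, so these calls are not independent evidence. With limma and no block, 1212 genes were at unadjusted p below 0.05 (515 by chance, smallest adjusted p = 0.138), with edgeR 1063 and with DESeq2 248. The cyclin Ccnd2 (198 ± 19 to 81.3 ± 12, −1.28), Med13l (−0.68), Lasp1 (−0.52), the growth factor Fgf4 (−1.0) and Ldhb (0.96) had the smallest p, all at adjusted p = 0.14. Core naive genes were lower as a list (0 of 11, median −0.80, adjusted p = 0.000164), with Nanog at 31.8 ± 28 against 111 ± 31 (−2.06, SE 0.59, adjusted p = 0.3), Tbx3 (−1.39), Tfcp2l1 (−1.16) and Esrrb (−1.16). Core formative genes were higher (0 of 12, 1 over the list alone, median 0.35, adjusted p = 0.0193), with Dnmt3b at 2787 ± 4.3 against 1639 ± 378 (0.79, adjusted p = 0.24), Pim2 (0.88) and Pou3f1 (1.01). Both lists were at adjusted p = 0.916 with an estimated correlation and at 0.618 with fry. Leaving out N24 library 1 (0.309) or N24 MK-2206 library 1 (0.108) ended the core formative call, and leaving out N24 MK-2206 library 2 (0.0712) the core naive call.

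FoxO1-bound members were higher at N24 with MK-2206 (0 of 8, median 0.42, adjusted p = 0.0127, and adjusted p = 0.604 with an estimated correlation). ATF4 (median −0.26, adjusted p = 0.00112), cholesterol (median −0.15, adjusted p = 0.00729) and STAT3 genes (median −0.29, adjusted p = 0.0127) were lower and cytosolic ribosomal proteins higher (median 0.08, adjusted p = 0.0127), each with 0 called members. These 4 lists were at adjusted p = 0.916, 0.604, 0.932 and 0.932 with an estimated correlation. Canonical FoxO targets did not shift (median −0.05, adjusted p = 0.891). Between the MK-2206 responses at N24 and in 2i, limma, edgeR and DESeq2 each called 0 genes. At unadjusted p below 0.05, limma had 837 (smallest adjusted p = 0.410), edgeR 758 and DESeq2 151. Ccnd2, Hist2h2aa1, Ddx6, Fgf15 and Rcor2 had the smallest p in limma. The core naive list had a lower response at N24 (median −0.76, adjusted p = 0.00431, and adjusted p = 0.964 with an estimated correlation), a call that ended without 2i library 1 (0.0870), 2i MK-2206 library 2 (0.0722), N24 library 1 (0.112) or N24 MK-2206 library 2 (0.279), and with fry (0.836).

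The exit signature gave a wider view of the same axis. It held 415 genes higher and 463 lower at N24 than in 2i, of which 405 and 357 were tested in the rapamycin table. Genes higher at N24 were lower in Pten KO (median −0.18, adjusted p = 0.00200) and Tsc2 KO (median −0.33, adjusted p = 3.2e-10), and genes lower at N24 were higher (0.26, adjusted p = 1.6e-05, and 0.32, adjusted p = 7.8e-09). Rapamycin moved both sets back in Pten KO (0.34, adjusted p = 7.8e-09, and −0.18, adjusted p = 0.00514) and in Tsc2 KO (0.38, adjusted p = 1.5e-12, and −0.18, adjusted p = 2.0e-05). With an estimated correlation these 8 calls held, at adjusted p = 0.00117 to 0.0494. In WT cells on rapamycin the higher set was just called (0.14, adjusted p = 0.0491, and adjusted p = 0.0504 with an estimated correlation) and the lower set was not (0.09, adjusted p = 0.167). Without a fold minimum for the signature, the higher set of WT cells reversed (adjusted p = 0.603) and that of Pten KO did not pass (0.194).

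Under rapamycin the exit signature was called in neither knockout against WT (Pten KO −0.01, adjusted p = 0.962, and 0.03, adjusted p = 0.578; Tsc2 KO −0.08, adjusted p = 0.167, and 0.00, adjusted p = 0.882). Without a fold minimum the higher set passed in Pten KO (median 0.0730, adjusted p = 0.0303), and with fry it passed in Tsc2 KO (adjusted p = 0.0282). Foxo1 siRNA lowered the higher set (402 genes, −0.15, adjusted p = 7.4e-08, and adjusted p = 0.0449 with an estimated correlation) and raised the lower set (390 genes, 0.14, adjusted p = 1.6e-06, and adjusted p = 0.0721 with an estimated correlation).

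FoxO1-bound and not bound core formative genes were compared directly in all 15 comparisons, and none was below 0.05 after adjustment. The mean difference was 2.35 for N24 against 2i (exact p = 0.0101, adjusted p = 0.152), 0.43 for MK-2206 at N24 (exact p = 0.0222, adjusted p = 0.167), −0.46 for Pten KO in DMSO (exact p = 0.119, adjusted p = 0.358), 0.63 for rapamycin in Pten KO (exact p = 0.117), −0.20 for Tsc2 KO in DMSO (exact p = 0.594) and 0.01 for Foxo1 siRNA (exact p = 0.958). Across genes, which are not independent replicates, fold changes after Foxo1 siRNA and in Pten KO had a correlation of 0.12 (Spearman 0.09, 11066 genes, jackknife SE over libraries 0.0482). MK-2206 at N24 ran against Pten KO (−0.22, Spearman −0.18, 9917 genes, jackknife SE 0.0691) and against Foxo1 siRNA (−0.17, Spearman −0.13, 10030 genes, jackknife SE 0.114). With rapamycin in WT cells the value was 0.03 (Spearman 0.03, 9917 genes, jackknife SE 0.108). Leaving out 1 library moved the correlation of Foxo1 siRNA and Pten KO between 0.0797 (without siFoxo1 library 1) and 0.148, that of MK-2206 and Pten KO between −0.23 and −0.147 (without N24 library 1), that of MK-2206 and Foxo1 siRNA between −0.20 and −0.0808 (without N24 library 1), and that of MK-2206 and rapamycin in WT between −0.0305 and 0.0874.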

Values the study reported

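The study reported 377 naive-specific genes whose expression rapamycin reduced more in Tsc2 than in Pten knockouts. For FOXO1 binding it gave 1314 peaks in 2i and 2840 at N24, and for FOXO3 391 and 623. Of the genes higher and lower after FoxO1 depletion, called there at an adjusted p of at most 0.2, 30% and 25% were stated to be bound by FOXO1. Among genes deregulated by MK-2206, 27% in 2i and 30% at N24 were given as FoxO1 targets. The figure legend sets these genes at a p value of at most 0.05. The counts of called genes above use other thresholds or tests and are not the same gene sets.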

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

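The tests of library totals and of single libraries below, and the 2 differences in rapamycin response from WT, were chosen after the results were seen, and the test of gene-specific scaling was written before. Each result in this part was picked out because a test of the difference between the responses of 2 groups passed. Values are median log2 fold changes with camera adjusted p, and then the adjusted p with an estimated correlation.

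In the rapamycin response of Tsc2 KO minus Pten KO, 5 lists passed while 0 genes were called. Mitochondrially encoded genes were at −0.57 (adjusted p = 0.00175, estimated 0.540), lysosome genes at −0.15 (0.00175, estimated 0.333), glycolysis and hypoxia genes at −0.25 (0.00387, estimated 0.402), trophectoderm markers at −1.28 (0.00495, estimated 0.333) and cholesterol genes at 0.14 (0.0152, estimated 0.333). The exit genes higher at N24 were at 0.0927 (0.00810, estimated 0.0197) and those lower at N24 at −0.10 (0.0453, estimated 0.115).

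In the response of Pten KO minus WT, the core naive list was at −1.08 (3.5e-11, estimated 0.00902), the core formative list at 0.64 (9.9e-09, estimated 0.0269) and its FoxO1-bound part at 0.75 (1.5e-09, estimated 0.0269). ATF4 targets were at −0.33 (2.5e-06, estimated 0.0573), ribosome biogenesis at 0.20 (0.00144, estimated 0.147), glycolysis at 0.29 (0.0109, estimated 0.364), cell cycle at 0.12 (0.0238, estimated 0.136) and STAT3 targets at −0.31 (0.0238, estimated 0.154). The exit genes were at 0.17 (0.000133, estimated 0.00625) for those higher at N24 and at −0.25 (5.2e-06, estimated 0.0112) for those lower.

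In the response of Tsc2 KO minus WT, the core naive list was at −1.26 (3.5e-12, estimated 0.00713), the core formative list at 0.60 (4.4e-09, estimated 0.0347), its FoxO1-bound part at 0.60 (5.6e-07, estimated 0.0530) and its part not bound at 0.55 (0.00187, estimated 0.0702). Lysosome genes were at −0.24 (0.000164, estimated 0.11), ribosome biogenesis at 0.18 (0.00132, estimated 0.121), ATF4 targets at −0.20 (0.0101, estimated 0.167), trophectoderm markers at −1.38 (0.0167, estimated 0.121), cytosolic ribosomal proteins at 0.0874 (0.0167, estimated 0.612), cholesterol genes at 0.17 (0.0167, estimated 0.167), cell cycle at 0.11 (0.0320, estimated 0.121) and oxidative phosphorylation at −0.0809 (0.0475, estimated 0.217). The exit genes were at 0.27 (1.1e-09, estimated 0.00117) for those higher at N24 and at −0.33 (5.4e-10, estimated 0.00359) for those lower.

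In the MK-2206 response at N24 minus 2i, the core naive list was at −0.76 (0.00431, estimated 0.964), general pluripotency at −0.37 (0.00580, estimated 0.857), cytosolic ribosomal proteins at 0.12 (0.00369, estimated 0.964), STAT3 targets at −0.57 (0.00431, estimated 0.857) and oxidative phosphorylation at 0.14 (0.0417, estimated 0.857). None of these 5 held with an estimated correlation.

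The pattern weighed here is that core naive genes fell with rapamycin in both knockouts and did not in WT. Both knockouts were set against the same WT libraries, so their differences from WT are not independent of one another. Library totals and a single library were excluded as the cause of the difference between Tsc2 KO and WT, since its median was −1.30 with equal totals against −1.26 and the largest adjusted p with any 1 library left out was 1.7e-08. Gene-specific scaling could not be told apart. Exit genes lower at N24 with whole values in all libraries had a median difference of −0.20 (59 genes, SE 0.0926, others −0.353), past the bound of −0.1 set for it. That bound allowed for no spread, and the 95% interval of −0.383 to −0.0199, which takes genes as independent, spans it. Core naive genes were higher as a list with rapamycin in WT (median 0.38), a call that ended with an estimated correlation (adjusted p = 0.168) and without WT rapamycin library 1 (0.0603). The difference may therefore hold a shift up in WT as well as a fall in the knockouts, and what causes either, including a low limit in WT, was not tested.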

How the results depend on the processing

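The alternatives were written before the data were examined, except the crossed replicate block and the 2 differences in rapamycin response from WT, which were chosen after the data were seen. With 2 or 3 libraries per group and 1573238 to 3725394 reads each, some real changes would be missed. Of simulated 2-fold and 4-fold changes, 38% and 79% were recovered for Pten KO against WT, 69% and 97% for Foxo1 siRNA, and 70% and 100% for MK-2206 at N24. These changes were placed in genes with a mean of at least 20, so recovery of tested genes below that was not measured. The simulated residual variance was below the real one for MK-2206 (0.0762 against 0.0962), so its rates may be too high. For Pten KO it was above the real one (0.174 against 0.145). Every list direction for the core lists was the same under TMM scaling and equal totals, and the median of all genes stayed within 0.1 of 0. Of 4905 values followed for 365 pairs of a named gene and a comparison, 4020 kept their direction and side of the threshold, 883 were weaker and 2 stronger. Where no cause is given below, the cause was not tested.

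Counts of called genes depended on the intensity trend, the shared fit and each library. Without the trend, 373 genes passed in Pten KO against WT in DMSO, 278 in Tsc2 KO, 61 for rapamycin in WT, 34 in Pten KO and 218 in Tsc2 KO, 106 in Pten KO and 11 in Tsc2 KO against WT under rapamycin, 2 for Foxo1 siRNA, 1 and 2 for MK-2206 in 2i and at N24, and 1 for the difference in MK-2206 response. With only the groups compared in the fit, which leaves fewer degrees of freedom, the counts were 350 and 362 for Pten KO and Tsc2 KO in DMSO, 0, 75 and 227 for rapamycin in WT, Pten KO and Tsc2 KO, 3 and 1 for the knockouts under rapamycin, and 1 and 4 for MK-2206 in 2i and at N24. In that setting the core formative list was at adjusted p = 0.0636 for rapamycin in WT and 0.0508 for rapamycin in Tsc2 KO.

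Leaving out 1 library, which leaves fewer samples, gave 262 to 323 genes for Pten KO and 120 to 247 for Tsc2 KO in DMSO, 40 to 274, 16 to 78 and 108 to 165 for rapamycin in WT, Pten KO and Tsc2 KO, and 44 to 175 and 47 to 157 for the knockouts under rapamycin. It gave 0 to 2, 0 to 11 and 0 to 14 for the differences in rapamycin response (Tsc2 KO minus Pten KO, Pten KO minus WT, Tsc2 KO minus WT), 2 to 30 for Foxo1 siRNA, 915 to 1238 for N24 against 2i, and 0 to 2 and 0 to 4 for MK-2206 in 2i and at N24, where the highest counts came without the first MK-2206 library. The core formative list ran from adjusted p = 0.00990 to 0.253 for rapamycin in WT, from 0.000903 to 0.290 for MK-2206 in 2i and from 0.00250 to 0.309 at N24. The core naive list ran from 0.00687 to 0.0603 for rapamycin in WT, from 7.2e-11 to 0.0712 for MK-2206 at N24 and from 1.0e-08 to 0.279 for the difference in MK-2206 response. The correlation between MK-2206 at N24 and Pten KO ran from −0.23 to −0.15, and was −0.30 with a mean of at least 50 in both tables. That between MK-2206 at N24 and Foxo1 siRNA ran from −0.20 to −0.0808.

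Estimated correlation between genes ended calls of the core naive list for rapamycin in WT (adjusted p = 0.168), Foxo1 siRNA (0.342), N24 against 2i (0.254), MK-2206 at N24 (0.916) and the difference in MK-2206 response (0.964). It ended calls of the core formative list for Tsc2 KO in DMSO (0.0899), rapamycin in WT (0.329), Pten KO (0.238) and Tsc2 KO (0.218), Foxo1 siRNA (0.342), N24 against 2i (0.0855), and MK-2206 in 2i (0.642) and at N24 (0.916). In the exit signature it ended those of the higher set for rapamycin in WT (0.0504), and of the lower set for the rapamycin response of Tsc2 KO minus Pten KO (0.115) and for Foxo1 siRNA (0.0721). With fry, the core naive and core formative lists were both at 0.175 for Foxo1 siRNA and both at 0.618 for MK-2206 at N24, the core formative list was at 0.519 for MK-2206 in 2i and the core naive list at 0.836 for the difference in MK-2206 response. Fry put the higher exit set past the threshold for Tsc2 KO against WT under rapamycin (0.0282) and the lower set short of it for Tsc2 KO minus Pten KO (0.134).

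Filters, pseudocounts and thresholds changed other results. With a mean of at least 50, which tests fewer genes, the core formative list was at adjusted p = 0.220 for rapamycin in WT and 0.0785 for MK-2206 in 2i. A pseudocount of 5 put the latter at 0.0522 and let 1 gene pass for MK-2206 at N24. An adjusted p of at most 0.2 gave 169 genes for Foxo1 siRNA, and an unadjusted p of at most 0.05 gave 875 and 1212 for MK-2206 in 2i and at N24. Without a fold minimum, the higher exit set was at 0.194 for Pten KO in DMSO, at 0.603 with the direction reversed for rapamycin in WT, at 0.0303 and so past the threshold for Pten KO under rapamycin, and at 0.0577 for the rapamycin response of Tsc2 KO minus Pten KO, where the lower set was at 0.101. As a difference in median instead of mean, FoxO1-bound minus not bound was 0.90 for rapamycin in Pten KO (exact p = 0.0485) and 0.33 for MK-2206 at N24 (exact p = 0.0990), neither adjusted over the 15 comparisons.

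The correlation of deviations between libraries with the same number ran from −0.02 to 0.14 in the rapamycin table and from −0.00 to 0.01 in the RNAi table. In the MK table it ran from −0.335 to −0.277 between 2i and N24 groups. Between untreated and MK-2206 groups it was 0.0909 in 2i and 0.144 at N24. Libraries with opposite numbers in 2i and at N24 thus varied alike, but the labels do not link numbers to assays. The main fit took no numbers as pairs and so leaves out any such shared effect. A replicate block gave 1342 genes for N24 against 2i (653 higher, 689 lower), 1 for the rapamycin response of Pten KO minus WT, and an adjusted p of 0.0508 for the core formative list with rapamycin in WT. It raised the other counts of the rapamycin table, to 889 for Pten KO and 756 for Tsc2 KO in DMSO. For rapamycin in WT, Pten KO and Tsc2 KO it gave 548, 305 and 625, and for the knockouts under rapamycin 528 and 352. The crossed block joins opposite numbers of 2i and N24, a pairing that follows how these same libraries varied, so its calls are not independent evidence. It gave 3177 genes for N24 against 2i (1596 higher, 1581 lower). It gave 64 for MK-2206 at N24 (8 higher, 56 lower) and 0 for MK-2206 in 2i. On whole reads, DESeq2 called 945 genes for N24 against 2i (924 of them shared with limma) and 3 and 10 for MK-2206 in 2i and at N24. Its median dispersion was 0.0464 where that of edgeR was 0.00462.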

Other observations

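The tests on the siRNA libraries in this part, including their splits, were chosen after the results were seen, as was the reverse ratio, and the other 3 tests on differences that stayed under rapamycin were written before.

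In the siRNA libraries, the siFoxo1 library with the lowest Foxo1 count (siRNA 6 alone, 65.7) had a core naive level close to the controls. Its core naive level was 0.76 log2 units below the mean of the other 2 (−0.76, with an SD of 0.202 among controls). Knockdown strength could not be told apart as a reason, since its Foxo1 count differed little from the 71.4 of the library with both siRNAs and this is 1 library. Lower depth was excluded, as it held 1.17 times the mean reads of the other 2. An effect of siRNA 4 beyond Foxo1 could not be told apart, because the correlation of profiles was 0.378 between siRNA 4 alone and both siRNAs, 0.287 between siRNA 4 and siRNA 6, and 0.438 between siRNA 6 and both. The rise of naive genes may thus depend on the siRNA used, which 3 libraries cannot settle.

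The differences between knockout and WT that stayed under rapamycin were set against 3 explanations. A residual naive state could not be told apart. Across 186 genes that stayed different in Pten KO, the correlation with the change from 2i to N24 was −0.18, where a value under −0.3 had been set for it. The 95% interval of −0.318 to −0.0396 spans that value, and it takes genes as independent replicates, which they are not. An equal effect of losing Pten and Tsc2 could not be told apart, because the ratio of Tsc2 KO to Pten KO fold changes in the 188 genes chosen in Pten KO was 0.381 (interquartile range 0.14 to 0.699, 157 genes on the same side of 0), while the reverse ratio in the 149 genes chosen in Tsc2 KO was 0.363, so the choice of genes alone may lower it. Gene-specific scaling was excluded for 36 of the 188 genes (19.1%, exact interval 13.8% to 25.5%), which had whole values in all libraries. Their share was near the 20.6% of all genes. This share cannot exclude a part of scaling in single genes without whole values. Differences between clones and the shared WT libraries were not separated from effects of the knockouts.

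Of the 10 splits of the siRNA libraries into 3 and 3, only 1, the real one, called as many as 11 genes, and the highest of the others called 1. These splits are too few for a share under 0.05.

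Tsc2 stood at 473 in siFoxo1 library 1, against 18.0 and 27.3 in the other siFoxo1 libraries and 61.9, 30.2 and 50.2 in the controls. MK-2206 in 2i and N24 against 2i share the 2i libraries. Their correlation across genes was 0.27 (0.147 to 0.434 with 1 library left out, jackknife SE 0.191), where 0.466 was simulated for shared controls alone. The simulated sets held no changed genes, while 2041 genes were called for N24 against 2i, so these 2 correlations cannot be compared. The covariance was 0.0661 against 0.0344 simulated and 0.0434 from the spread between controls.

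The lists for other cell types had few tested members. Trophectoderm markers were tested only where at least 4 of 13 were measured, and the 3 measured in the MK table were all lower at N24 (median −2.32). Neural markers (adjusted p = 0.834), primitive endoderm markers (0.525) and the interferon list (0.684) were not called for N24 against 2i. Of the 12 fibroblast markers, the only one tested in the rapamycin table was Dcn, which fell in Tsc2 KO in DMSO (6.89 ± 3.4 against 34.9 ± 2.8) and was at 0 in 2i and 17.4 ± 6.0 at N24 in the MK table. The 2-cell-like and mesendoderm lists had 0 to 2 tested members and got no test.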
